A study of Mus musculus with 6 samples. Its data were reported in "Regulation of chromatin accessibility by the histone chaperone CAF-1 sustains lineage fidelity" (2022).

How the data were processed

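Bulk RNA-seq was performed on HOXA9-immortalized granulocyte-macrophage progenitors (iGMPs), a mouse bone marrow line held in a self-renewing state by an estradiol-dependent HOXA9 fusion protein. All cultures were harvested at 24 h. In the CAF-1 OFF cultures, 500 µM IPTG switched on a short hairpin RNA against Chaf1b, which encodes a subunit of the histone chaperone CAF-1. Control cultures also received IPTG. In the HOXA9 OFF cultures, estradiol (150 ng/ml in the other cultures) was washed out. The labels did not say whether these cultures received IPTG or which clones were used, so HOXA9 OFF and control may differ in more than estradiol. Each group had 2 libraries, and groups and replicate numbers were taken from the sample titles.

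The authors aligned reads to the mouse mm9 genome with STAR and counted them per gene with HTSeq-count. The deposited values were raw read counts per gene symbol, with no normalization. The gene annotation, the strand setting and the overlap mode of the counting were not stated, so genes that overlap on either strand are treated here as uncertain. HTSeq-count leaves out reads that align to several places, so genes with near-identical copies are under-counted. Each file held 34199 gene symbols followed by 5 tally lines for reads or alignments assigned to no gene, and the tally lines were kept out of the gene counts.

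Gene counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with the group as factor, which left 12460 genes. Library sizes were scaled by the trimmed mean of M-values (TMM), with factors from 0.954 to 1.03. A quasi-likelihood negative binomial model with 1 mean per group was fitted to all 6 libraries, and 3 comparisons were tested (CAF-1 OFF against control, HOXA9 OFF against control, CAF-1 OFF against HOXA9 OFF). A gene was called changed at a fold change of at least 1.5 and a Benjamini-Hochberg false discovery rate (FDR) under 0.05, the cutoffs named in the methods of the study. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. CPM values (counts scaled to a common library size) used the TMM-scaled library sizes, and spreads are SD over 2 libraries.

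Marker sets were tested with the camera test of limma on log2 CPM (prior count 2, preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the 3 sets and 3 comparisons. The sets and a further list of genes, 46 symbols in all, came from genes the study names and were written down before the data were examined. Of these, 44 passed the filter, and 1 was found under its older symbol (Sfpi1 for Spi1). Other genes named in the text follow a rule also set beforehand. In CAF-1 OFF and in HOXA9 OFF against control, they are the 5 largest increases and the 5 largest decreases among called genes with a mean CPM of at least 5 and both libraries of 1 group beyond both of the other. Genes called in opposite directions were to be named too, and there were 0. Genes outside the list and the rule (Anxa1, H3f3a, Ric3, Nlrp10, Eif3f, Lmo1, Gm9105, Raet1c and Raet1d) were chosen after their values were seen.

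Replicate numbers in the titles were shared by the 3 groups, and whether they paired the cultures was not stated. For RNA-seq of uninduced cells and of a later time the study mentions independent subclones. It does not link these to the replicate numbers used here. The main analysis therefore had no replicate block, and a fit with the replicate number as a block was run beside it. Other alternatives set beforehand were DESeq2 size factors, library size alone, the DESeq2 Wald test (version 1.42.0), the edgeR exact test, no expression filter, a filter at a mean CPM of 5, a fit to the 4 libraries compared, other call cutoffs, and fits without each library in turn. The last leave 1 library in a group, so only fold changes were taken from them. A block with crossed replicate numbers was added after the data were seen.

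The model was tested on simulated counts made from the means, dispersions and library sizes of the 12460 genes, with 200 genes changed in each of 5 simulations. The quasi-likelihood test recovered 57.6% of 2-fold and 83.6% of 4-fold changes, and 8.8% of its calls were false. False calls made up 16.1% for DESeq2 and 18.3% for the exact test.

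Gene coordinates are 1-based from the GENCODE annotation of NCBIM37, the assembly that mm9 names. The files hold no coordinates, so chromosome lengths could not be compared, and the match rests on the build named in the methods of the study. Fold changes against a group with at most 3 counts in both libraries are given as lower bounds computed against 3 counts. Such floors cover counting error only, because reads amplified by PCR are not independent molecules.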

Results

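To follow the first transcriptional effects of losing CAF-1, gene expression was measured by RNA-seq in iGMPs 24 h after induction of the Chaf1b hairpin (CAF-1 OFF), in IPTG-treated control cells and in cells 24 h after estradiol withdrawal (HOXA9 OFF), with 2 libraries per group. HOXA9 OFF cells enter normal myeloid differentiation and served as the reference for that path. Reads assigned to genes numbered 19063382 and 19299768 in CAF-1 OFF, 25170898 and 16773560 in control, and 21733706 and 16944121 in HOXA9 OFF. At these depths, 3 counts corresponded to between 0.119 and 0.179 CPM. Between 16028 and 16531 genes had at least 1 count in a library, and the most abundant gene took between 0.485% and 0.815% of the counts. The correlation of log2 CPM across genes was 0.983 to 0.985 within groups and 0.922 to 0.982 between groups, where genes are not independent replicates. No libraries of a group agreed within sampling noise, as the chi-square statistic per degree of freedom was at least 22.2. The first principal component held 66.2% of the variance and set both HOXA9 OFF libraries apart from the other 4, whereas the second held 12.9% and placed both CAF-1 OFF libraries above both controls. The HOXA9 OFF scores on the second component were 9.3 and -11.3, against -11.6 and -35.6 in control. The labels gave no sequencing batch.

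The targeted gene was examined first. Chaf1b (chromosome 16, 93884146 to 93906360, protein coding) fell from 97.5 ± 10.7 CPM in control to 14.9 ± 4.01 CPM in CAF-1 OFF (SD, n = 2), a log2 fold change of -2.71 ± 0.20 (SE, edgeR quasi-likelihood FDR 0.0198). With the replicate block the log2 fold change was -2.72 and the call was lost (edgeR FDR 0.0562). Chaf1b was also lower in HOXA9 OFF, at 63.0 ± 2.30 CPM, with a log2 fold change of -0.63 ± 0.18 (edgeR FDR 0.0396). This call too was lost with the replicate block, where the log2 fold change was -0.64. The partner subunit gene Chaf1a did not differ from control in CAF-1 OFF (log2 fold change -0.10 ± 0.12, edgeR FDR 0.814). Hoxa9 counts, which cannot be split here between the fusion and the endogenous gene, differed from control by -0.05 ± 0.17 on the log2 scale in CAF-1 OFF (edgeR FDR 0.95) and by 0.55 ± 0.17 in HOXA9 OFF (edgeR FDR 0.0535). In uninduced cells and at a later time, the study found no reads over the untranslated ends of Hoxa9. It took this to mean that the fusion but not the endogenous gene was expressed.

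The first comparison asked which genes respond to CAF-1 loss within 24 h. Of 12460 genes, 4 were called in CAF-1 OFF against control, with 3 increased and 1 decreased (75% increased, 95% Wilson confidence interval 30.1 to 95.4). The decreased gene was Chaf1b, the target of the hairpin, so its decrease was set by the design and is not a response to CAF-1 loss. At an unadjusted p under 0.05 there were 1330 genes, where chance gives 623 in all, and 807 of the 1330 were higher in CAF-1 OFF. Relaxing the FDR to 0.1 gave 30 genes, 26 of them higher. The count depended on the test. It was 192 with DESeq2, 236 with the edgeR exact test and 378 when no expression filter was applied, and each of these 3 sets held all 4 genes. With the replicate block it was 2 genes, Tub (edgeR FDR 0.0362) and Anxa1, which was named after its values were seen (log2 fold change 1.52, edgeR FDR 0.0362). Chaf1b, Dgat2 and H3f3b lost their calls, at edgeR FDR values of 0.0562, 0.0562 and 0.0623. The same-numbered deviations of CAF-1 OFF and control correlated at -0.178 across genes, so cultures with the same number deviated in opposite directions. A block with crossed numbers, chosen after this value was seen, gave 71 calls, 62 of them increased, and held all 4 genes.

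**Figure D1:**
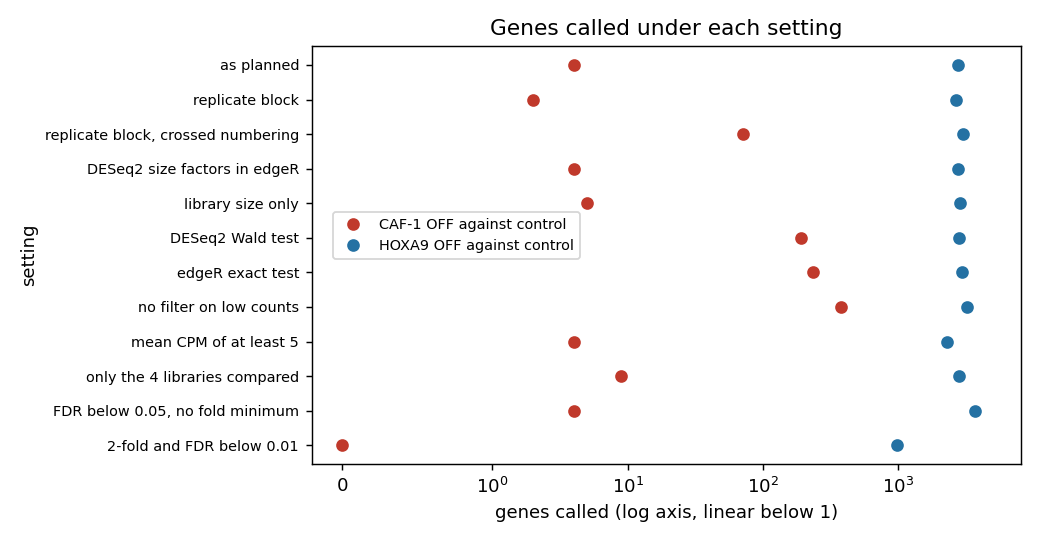
Number of genes called (x axis, log scale that is linear below 1) under each analysis setting (y axis) for CAF-1 OFF against control (red) and HOXA9 OFF against control (blue). CAF-1 OFF calls run from 0 to 378, while HOXA9 OFF calls run from 987 to 3716.

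The largest increase was that of Tub (chromosome 7, 116154339 to 116177974, protein coding), with 276 and 481 counts in CAF-1 OFF against 1 and 0 in control and 0 and 1 in HOXA9 OFF. Since both controls were at or under 3 counts, Tub was at least 133-fold higher in CAF-1 OFF (edgeR FDR 0.0198). The annotation places the last 149 bp of Tub within Ric3, also chosen after its values were seen, which had 2 counts in each CAF-1 OFF library. Dgat2 (chromosome 7, 106302173 to 106331223) rose from 31.3 ± 1.46 to 216 ± 22.5 CPM (log2 fold change 2.79 ± 0.22, edgeR FDR 0.0198) and was also called in HOXA9 OFF, at 70.7 ± 21.4 CPM (log2 fold change 1.17 ± 0.21, edgeR FDR 0.00753). H3f3b (chromosome 11, 115883226 to 115889276), which encodes a replication-independent histone H3 variant, rose from 511 ± 3.71 to 1173 ± 79.9 CPM (log2 fold change 1.20 ± 0.10, edgeR FDR 0.0221). In HOXA9 OFF it stood at 441.5 ± 19.1 CPM, with no call (edgeR FDR 0.149). Its paralog H3f3a, chosen after its values were seen, had only 182 to 358 counts per library, and reads that the copies share are missing from these values. All 4 genes kept at least a 1.5-fold change in the same direction in each fit without a library of the groups compared.

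The predefined list held further genes with large differences that missed the cutoff when all genes were adjusted together. The linker histone gene H1fx rose from 39.8 ± 0.805 to 132.5 ± 10.8 CPM (log2 fold change 1.73 ± 0.17, edgeR FDR 0.0619), and the chemokine gene Cxcl3 had 97 and 108 counts in CAF-1 OFF against 4 and 1 in control (edgeR FDR 0.0627). Adjusting over the 44 list genes alone raised the number called from 3 to 14. The additional genes were H1fx, Cxcl3, Cebpe, Fcnb, Elane, Ms4a3, Ly6c2, S100a8, S100a9, Pf4 and Gfi1b, and each was higher in CAF-1 OFF. With the replicate block, 1 list gene was called with all genes adjusted together and 15 when adjusted over the list alone. Among transcription factor genes, Cebpa (log2 fold change 0.21 ± 0.24, edgeR FDR 0.803) and Elf1 (log2 fold change -0.16 ± 0.11, edgeR FDR 0.681) did not differ from control in CAF-1 OFF.

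**Figure D2:**
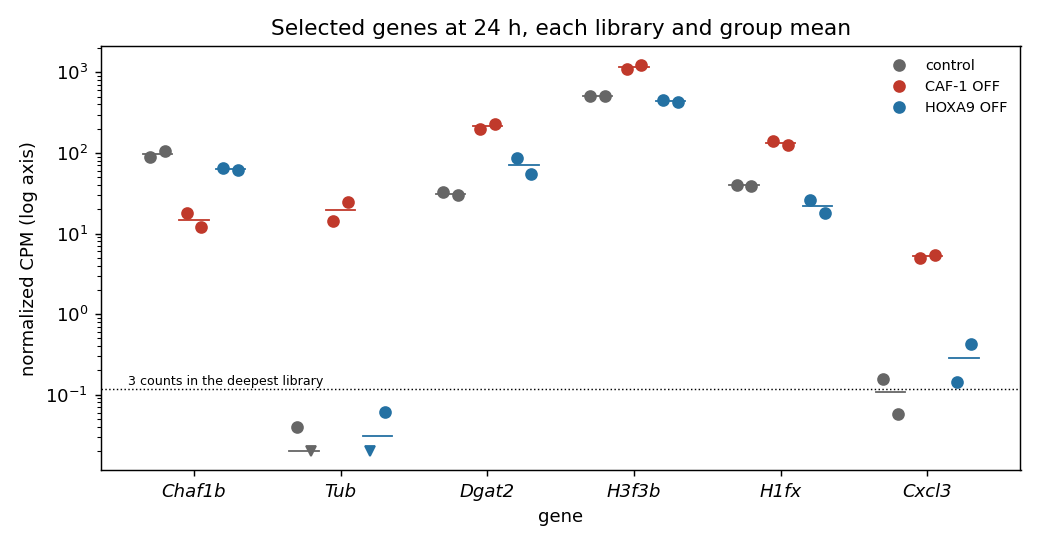
Normalized read counts in CPM (y axis, log scale) of 6 genes (x axis) in each library of control (gray), CAF-1 OFF (red) and HOXA9 OFF (blue), with a short line at each group mean. Triangles mark libraries with 0 counts and the dotted line marks 3 counts in the deepest library. Both CAF-1 OFF libraries lie beyond both controls for each gene, below them for Chaf1b and above them for the other 5.

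The second comparison measured the response to HOXA9 inactivation over the same time. HOXA9 OFF differed from control at 2740 genes, 1622 increased and 1118 decreased (59.2% increased, 95% Wilson confidence interval 57.3 to 61). The strictest cutoffs, 2-fold with an FDR under 0.01, moved this count most, to 987 genes. With the replicate block, 2680 genes were called and 2594 of them were among the 2740. The same-numbered deviations of control and HOXA9 OFF correlated at 0.456. Scaling by library size alone gave 2843 calls, 1434 increased and 1409 decreased, so the predominance of increases depended on the scaling. The largest increases by the rule were Chi3l3, Cybb, Stfa1, Rin2 and BC100530, with log2 fold changes from 7.04 to 7.65. Chi3l3 (chromosome 3, 105950472 to 106022425) rose from 10.7 ± 7.18 to 2202 ± 895 CPM (log2 fold change 7.65 ± 0.58, edgeR FDR 0.00056). Stfa1 and BC100530 belong to a cluster of related genes on chromosome 16, and their counts may be split among copies. The largest decreases were 8430408G22Rik, Inhbb, Accn4, Gpr12 and Igf2r. In 4 of these, HOXA9 OFF had at most 3 counts in both libraries, and expression was at least 132-fold lower for 8430408G22Rik, 90.3-fold lower for Inhbb, 87.1-fold lower for Accn4 and 58.1-fold lower for Igf2r. The controls differed widely for Igf2r, at 41 and 299 counts. Gpr12 fell from 21.1 ± 1.5 to 0.127 ± 0.0936 CPM (log2 fold change -7.24 ± 0.32, edgeR FDR 0.000103). Of the list genes, 28 were called, or 29 when adjusted over the list alone.

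The third comparison set the induced states directly against each other. CAF-1 OFF and HOXA9 OFF differed at 2755 genes, of which 1191 were higher in CAF-1 OFF (43.2%, 95% Wilson confidence interval 41.4 to 45.1). With the replicate block there were 2684 calls, 2575 of them shared, and the same-numbered deviations correlated at 0.033. Under library size scaling 1475 of 2809 calls were higher in CAF-1 OFF (52.5%). From the list, 26 genes were called, or 31 when adjusted over the list alone. H3f3b was 1.41 ± 0.10 higher in CAF-1 OFF on the log2 scale (edgeR FDR 0.000478).

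To ask how far the responses coincided, called genes and fold changes were compared. Of the 3 genes increased in CAF-1 OFF, 1 (Dgat2) was increased in HOXA9 OFF, where chance gives 0.391 (two-sided Fisher's exact test, p = 0.342). The decreased gene, Chaf1b, was decreased in both (Fisher's exact test, p = 0.0897). Since the hairpin targets Chaf1b, the overlap of decreased genes cannot speak for a shared response. With so few calls as planned the overlap could not be resolved, and it moved with the test used, to 85 of 164 increased genes (51.8%) with DESeq2, where chance gives 22.2 (Fisher's exact test, p = 5.8e-32), and to 35 of 62 with crossed numbers, where chance gives 8.78 (Fisher's exact test, p = 8.1e-15). These tests treat genes as independent, and the control libraries are shared by both lists. Among the 1622 genes increased in HOXA9 OFF, 1102 (67.9%) had a positive fold change in CAF-1 OFF, with a median of 0.16 on the log2 scale. Among the 1118 decreased genes, 456 (40.8%) were positive, with a median of -0.06. Across all genes, the log2 fold changes of CAF-1 OFF and HOXA9 OFF correlated at r = 0.262 (0.256 with the replicate block). Both contrasts use the same control libraries, so the noise of these libraries enters both. When each contrast was given its own control library, r was 0.027 for 1 assignment and 0.154 for the other.

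**Figure D3:**
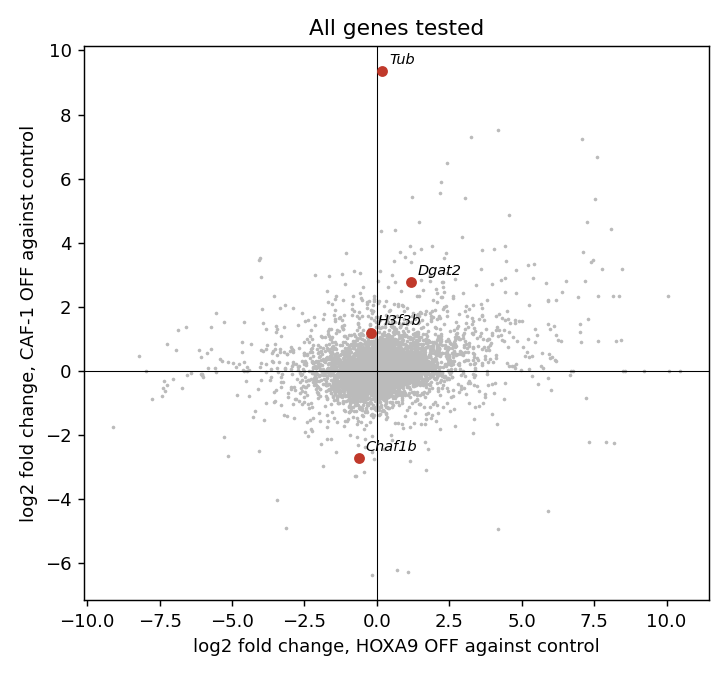
Log2 fold change in CAF-1 OFF (y axis) against log2 fold change in HOXA9 OFF (x axis), both relative to control, for the 12460 genes tested (gray), with the 4 genes called in CAF-1 OFF in red and named. Fold changes spread further along the HOXA9 OFF axis, with an SD of 1.10 against 0.56 for CAF-1 OFF, and Tub, whose value is a fitted estimate against controls at or under 3 counts, lies near 0 on that axis.

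Lineage marker sets were then tested as groups. The camera test used a preset inter-gene correlation of 0.01, so its p-values treat the genes of a set as nearly independent. Markers that shift together between cultures would make these p-values too small. The granulocyte and monocyte set mean was 4.11 log2 CPM in control 1 and 3.76 in control 2. Several set members, such as Ly6c2, Cebpe and Pf4, were named by the study as increased after CAF-1 depletion in this line. The sets are thus not independent of that response. The granulocyte and monocyte set (14 genes tested) was higher in CAF-1 OFF than in control by a mean of 1.19 on the log2 scale, with 14 of 14 genes higher (camera adjusted p = 7.31e-08, 1.97e-10 with the replicate block and 1.15e-08 with crossed numbers, at a deviation correlation of -0.178). The same set was higher in HOXA9 OFF by 3.49, again with 14 of 14 genes higher, of which Cebpa turned negative (-0.055) under library size alone (camera adjusted p = 7.31e-08, and 3.98e-09 with the replicate block). It was lower in CAF-1 OFF than in HOXA9 OFF by a mean of -2.30 (camera adjusted p = 0.000289, and 2.73e-05 with the replicate block). Among its members, S100a8 rose from 2.42 ± 0.136 CPM in control to 17.0 ± 0.563 CPM in CAF-1 OFF and 227 ± 114 CPM in HOXA9 OFF. Ly6c2 rose from 23.1 ± 8.25 to 126 ± 34.5 CPM in CAF-1 OFF and 98.4 ± 33.6 CPM in HOXA9 OFF. Csf1r, at 4.14 ± 0.136 CPM in control, reached 253.7 ± 54.8 CPM in HOXA9 OFF (log2 fold change 5.94 ± 0.26, edgeR FDR 0.000103) and 5.96 ± 1.67 CPM in CAF-1 OFF (log2 fold change 0.53 ± 0.26, edgeR FDR 0.525).

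The megakaryocyte and erythroid set (11 genes) was higher in CAF-1 OFF than in control by a mean of 0.70, with 10 of 11 genes higher (camera adjusted p = 0.00167, and 0.000381 with the replicate block). The number of genes higher depended on CAF-1 OFF library 1. Without it Gata1 (-0.12), Gata2 (-0.11) and Epor (-0.44) turned negative, and the other members kept their sign. In HOXA9 OFF, 7 of 11 genes were higher on the log2 CPM values that camera used. By edgeR fold changes 8 were higher, and 6 under library size alone. Of these 8, Epor stood at 0.001 and turned negative with the replicate block (-0.09) and with DESeq2 (-0.008). The set did not differ from control (camera adjusted p = 0.434, and 0.242 with the replicate block), as its members moved in both directions. Gfi1b, Gata1, Itga2b and Itgb3 were called higher in HOXA9 OFF, by 1.47 to 3.43 on the log2 scale, whereas Car2 (log2 fold change -3.61, edgeR FDR 0.00028) and Zfpm1 (log2 fold change -1.64, edgeR FDR 0.000579) were called lower. The set did not differ between CAF-1 OFF and HOXA9 OFF (camera adjusted p = 0.438, and 0.742 with the replicate block). Pf4 rose from 2.74 ± 0.15 to 11.7 ± 3.51 CPM in CAF-1 OFF (log2 fold change 2.10 ± 0.44, edgeR FDR 0.199). Gfi1b rose from 0.449 ± 0.143 to 3.01 ± 0.744 CPM in CAF-1 OFF (log2 fold change 2.69 ± 0.46, edgeR FDR 0.153) and to 5.01 ± 1.85 CPM in HOXA9 OFF. The endoglin gene Eng had a log2 fold change of 0.87 ± 0.35 in CAF-1 OFF (edgeR FDR 0.447).

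The progenitor (GMP) set (10 genes) did not differ from control in CAF-1 OFF (mean log2 fold change 0.12, camera adjusted p = 0.2; 0.0948 with the replicate block) or in HOXA9 OFF (mean -0.90, camera adjusted p = 0.118; 0.24 with the replicate block), where its members moved in both directions. Cd34 fell by 1.86 ± 0.13 on the log2 scale in HOXA9 OFF (edgeR FDR 0.000482) and was unchanged in CAF-1 OFF (0.07 ± 0.13, edgeR FDR 0.887). Flt3 went from 283 ± 65.1 CPM in control to 4.24 ± 1.11 CPM in HOXA9 OFF and 259 ± 9.35 CPM in CAF-1 OFF, whereas Fcgr3 was higher in HOXA9 OFF by 1.63 ± 0.19. The set was higher in CAF-1 OFF than in HOXA9 OFF by a mean of 1.02 (camera adjusted p = 0.0442), but not past 0.05 with the replicate block (0.0948).

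**Figure D4:**
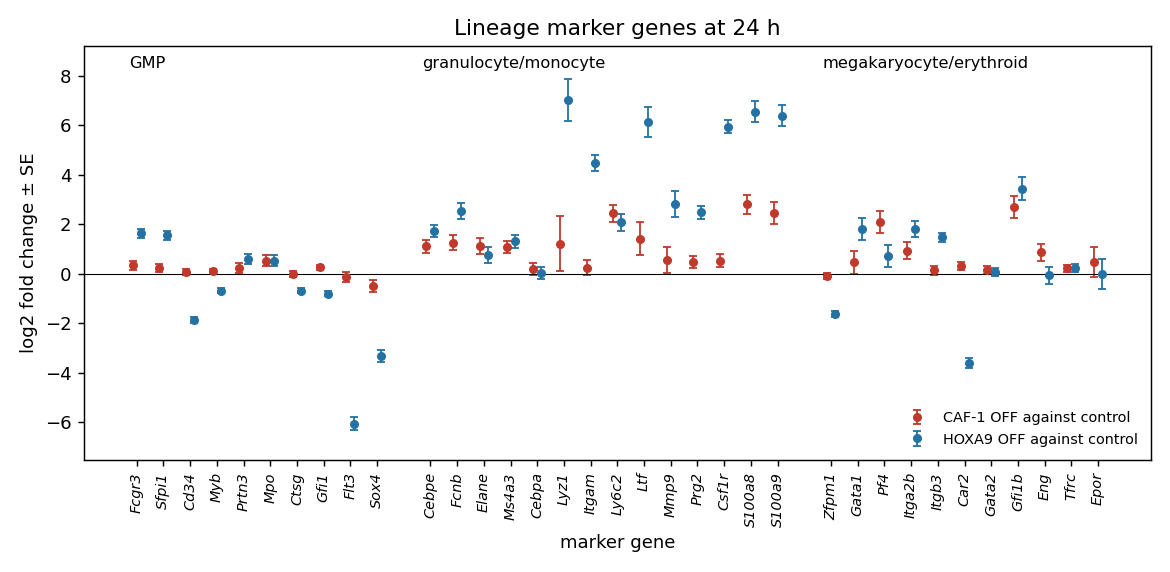
Log2 fold change against control (y axis, error bars SE) of each tested marker gene (x axis) of the GMP, granulocyte and monocyte, and megakaryocyte and erythroid sets, in CAF-1 OFF (red) and HOXA9 OFF (blue). All 14 granulocyte and monocyte genes lie above 0 in both contrasts (Cebpa in HOXA9 OFF turned negative under library size alone), and Flt3 reaches -6.05 in HOXA9 OFF against -0.13 in CAF-1 OFF.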

Values the study reported

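The study called genes at a fold change of at least 1.5 with an FDR under 0.05, and used a 2-fold change with an FDR under 0.01 where it related genes to accessible chromatin. For iGMPs after 48 h of CAF-1 depletion, a later time than the one analysed here, it reported that 75% of the changed genes were increased. It also reported that 56% of the increased genes overlapped with the HOXA9 OFF condition in iGMPs. The CAF-1 OFF contrast at 48 h was against uninduced cells, whereas the control here received IPTG. For 24 h the study described minimal changes in chromatin accessibility, with larger ones at 48 h. It stated that the transcriptome followed the same course.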

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

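The test of depth below was chosen only after the result was seen. The HTSeq-count tallies, which enter no comparison of the report, differed between groups. Reads falling in no annotated gene numbered 8.047 ± 0.297 per 100 gene-assigned reads in HOXA9 OFF (SD, n = 2), and both libraries (7.84 and 8.26) lay above both controls (6.87 and 7.15). The CAF-1 OFF libraries stood at 5.95 and 7.30. Other tallies went the other way in HOXA9 OFF. The tally of non-unique alignments, which can count a read more than once, stood at 91.2 and 89.6 per 100 gene-assigned reads, against 99.98 and 106.7 in control, and reads ambiguous between genes numbered 3.01 and 3.00, against 3.07 and 3.14. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so each difference rests on 4 values. Library depth was weighed as a technical explanation. HOXA9 OFF 2 and control 2 had similar totals, 16944121 and 16773560, and at that matched depth the rate of reads in no gene was 1.107 higher in HOXA9 OFF. HOXA9 OFF 1, with 21733706 counts, also lay above control 2, although in both groups the deeper library had the lower rate. Depth therefore did not account for the difference among these libraries, as far as a comparison with 1 control library can show. The CAF-1 OFF libraries, at 19063382 and 19299768 counts, lay further apart than the means of HOXA9 OFF and control, so cultures of similar depth can differ as much. Reads from introns, from unannotated transcripts or from genomic DNA would all enter the tally of reads in no gene, and the files do not separate them, so no biological explanation was tested and the difference cannot be told apart from these sources or from variation between cultures.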

How the results depend on the processing

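Alternatives were set before the data were examined, except the block with crossed replicate numbers, which was chosen after seeing the data. The number of genes called in CAF-1 OFF against control depended strongly on the setting. From 4 genes, it went to 2 with the replicate block (100% increased), 71 with the crossed replicate block, 192 with DESeq2, 236 with the edgeR exact test, 378 with no filter, 9 in the fit to the 4 libraries compared, and 0 at 2-fold and an FDR under 0.01 (1330 genes had an unadjusted p under 0.05). It stayed at 4 under DESeq2 size factors, a mean CPM of 5 and no fold minimum, and was 5 under library size alone. The prior degrees of freedom of the quasi-likelihood model, which set how strongly gene-wise dispersions are pooled, rose from 3.82 to 47.33 without the filter. In the simulations DESeq2 and the exact test made more false calls (16.1% and 18.3%) than the quasi-likelihood test (8.8%), so part of the difference may be false calls; the cause was not tested further on the real genes.

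The list genes called in CAF-1 OFF followed the same pattern: 3 as planned, 1 with the replicate block, 9 with crossed numbers, 13 with DESeq2 and with the exact test, 15 without the filter, 6 in the 4-library fit and 0 at the strict cutoffs. Overlap with HOXA9 OFF went from 1 increased gene to 35 (crossed block), 85 (DESeq2), 94 (exact test), 139 (no filter), 2 (4 libraries) and 0 (strict cutoffs), and from 1 decreased gene to 0 (replicate block and strict cutoffs), 4 (crossed block), 10 (DESeq2), 12 (exact test) and 37 (no filter); the cause was not tested.

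The HOXA9 OFF calls stayed within 1.5 times of 2740 except at the strict cutoffs (987, 71.6% increased), as did CAF-1 OFF against HOXA9 OFF (948, 38.2% higher in CAF-1 OFF). The share increased in HOXA9 OFF was 50.4% under library size alone and 53.7% without a fold minimum; the share higher in CAF-1 OFF than in HOXA9 OFF was 52.5% and 47.3%. Library size alone shifted the median log2 fold change of all genes by less than 0.1 (to -0.08 in HOXA9 OFF).

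Calls keeping 1.5-fold in the same direction across fits that each left out 1 library were from 4 to 4 in CAF-1 OFF against control, from 2552 to 2653 in HOXA9 OFF against control and from 2508 to 2616 in CAF-1 OFF against HOXA9 OFF. The correlation of fold changes ranged from 0.128 to 0.469 across these fits and fell to 0.027 with control 1 for CAF-1 OFF and control 2 for HOXA9 OFF.

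The granulocyte and monocyte set kept its direction and its side of the threshold in all 3 contrasts under the alternatives run, as did the megakaryocyte and erythroid set. The GMP set in CAF-1 OFF against HOXA9 OFF passed 0.05 as planned (0.0442) but not with ranks (0.113), the replicate block (0.0948) or crossed numbers (0.0505).

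Among fold changes of single genes, those recomputed with either block, DESeq2 size factors, library size alone and DESeq2 reversed as follows: Ctsg in CAF-1 OFF (0.004 with DESeq2 size factors and with DESeq2), and in HOXA9 OFF Cebpa (-0.055) and Gata2 (-0.022) under library size alone and Epor (-0.09 with the replicate block, -0.085 under library size alone, -0.008 with DESeq2). In 21 further cases a gene gained a call and in 4 it lost one, all 4 under the replicate block (Chaf1b, Dgat2 and H3f3b in CAF-1 OFF, and Chaf1b in HOXA9 OFF). In fits without 1 library, 27 of 396 fold changes took the other sign, for 20 of the 99 gene and contrast pairs, of which 0 were called as planned. Some were not near 0: in CAF-1 OFF, without its library 1, Epor went from 0.48 to -0.44, Gata1 from 0.46 to -0.12 and Cebpa from 0.21 to -0.26. In HOXA9 OFF, Epor went from 0.001 to -0.49 without HOXA9 OFF 1, and Eng from -0.065 to 0.41 without control 2. Tub in HOXA9 OFF went from 0.17 to -2.27 without HOXA9 OFF 2, with at most 1 count in each of the libraries compared. Reversals that ended nearer 0 included Itgam in CAF-1 OFF, from 0.25 to -0.10 without CAF-1 OFF 2 and to -0.03 without control 2. Pf4 in HOXA9 OFF went from 0.73 to -0.01 without HOXA9 OFF 2. In all, 81 of the fold changes in fits without 1 library moved by more than the spread between replicates.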

Other observations

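The tests of power, of control differences, of single shared controls, of the histone genes other than S phase, of the Tub locus and of neighbouring genes were chosen only after the results they bear on were seen. The overlap of increased genes with HOXA9 OFF, as a share of the genes increased in CAF-1 OFF, was 33.3% here at 24 h. That is lower than the value quoted from the study above for a later time. The share rests on 1 of 3 genes and ran from 25% to 56.5% across the settings with increased genes, so whether it differs from the study cannot be told.

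Few genes were called in CAF-1 OFF against control (4), and a first explanation is that 2 libraries per group cannot yield calls. In the simulations of that size 57.6% of 2-fold changes were recovered, but the simulations did not behave like the data. Over all simulations the quasi-likelihood test made 827 calls and DESeq2 made 961, against 4 and 192 in the data. Some genes with larger differences also missed the cutoff, such as Cxcl3 (log2 fold change 5.44, edgeR FDR 0.0627). The simulations therefore cannot exclude low power as the reason for the few calls. Transcript GC content was only weakly related to the fold changes across the 11342 genes with a value (91% of those tested), with r = -0.039 in CAF-1 OFF and r = -0.082 in HOXA9 OFF. For control 1 minus control 2, r was -0.122, larger in size than in either contrast. An r across all genes cannot speak for the 4 called genes alone. The 4 libraries of a contrast can be split in 3 ways. Of the 2 splits that part both same-numbered pairs, only the real one (1 of 2) gave as many calls in CAF-1 OFF against control, in HOXA9 OFF against control (1 of 2) and in CAF-1 OFF against HOXA9 OFF (1 of 2), and the third split, which keeps same-numbered libraries together, gave 0 calls in each. A share of 1 in 2 cannot exclude chance. In CAF-1 OFF against control the real split gave 1133 genes at an unadjusted p under 0.05 and the other split of this kind gave 1059, so differences that cross the groups were about as widespread as those between them. The same split gave 2 such genes in HOXA9 OFF against control, where the real split gave 5600.

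The rise of granulocyte and monocyte markers in CAF-1 OFF might reflect control cultures that differed in marker level. Elane and Cebpe of this set, and Mpo of the GMP set, were lower in control 2. The difference below is for the granulocyte and monocyte set. The lower of the CAF-1 OFF set means nevertheless exceeded the higher control by 0.983 on the log2 CPM scale. A rise with CAF-1 loss is a candidate explanation; differences between clones were not tested.

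The positive correlation between the fold changes of CAF-1 OFF and HOXA9 OFF could come from the control libraries they share. With separate controls r fell to 0.027 in 1 of the 2 assignments and was 0.154 in the other. When both contrasts used the same single control library, r was 0.225 with control 1 and 0.406 with control 2, so at an equal number of control libraries sharing them raised r. A single control also adds noise to each contrast, and how much correlation would remain without sharing was not resolved.

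Histone genes other than H3f3b and H1fx tended to be higher in CAF-1 OFF, with 26 of 30 above control under TMM, DESeq2 size factors and library size alone (median log2 fold change 0.27). As a set they passed the camera test in CAF-1 OFF (limma camera p = 0.000339, adjusted p = 0.00127; p = 0.000428 with the replicate block, at a deviation correlation of -0.178), and in HOXA9 OFF they did not (p = 0.4, adjusted p = 0.496; p = 0.375 with the replicate block). Their median lay at the 99.3 percentile of 10000 random lists matched on expression, so a few genes alone would not produce that median. The percentile does not test whether well covered genes carry the camera result. None of the 17 genes with under 50 counts in every library had an unadjusted edgeR p under 0.05, whereas some better covered clustered genes did. A larger share of cells in S phase could raise histone transcripts. As a set, 25 S-phase genes were higher by a mean of 0.044 on the log2 scale and did not pass the camera test. The limma camera adjusted p was 0.361, and the unadjusted value was 0.265. By cell cycle analysis at a later time, the study found a small but significant increase of CAF-1 OFF cells in S phase. A test that did not pass cannot exclude such a shift, so the S-phase explanation stays open. The libraries also differed within both groups. The mean of the histone set was 2.37 and 1.96 log2 CPM in CAF-1 OFF, and 1.56 and 2.09 in control. The lower CAF-1 OFF set mean was thus below the higher control, with a difference of -0.128 on the log2 scale. The rise was not shown across the whole class. The 22 genes of the histone clusters were higher as a set (mean log2 fold change 0.46, 19 of 22 higher, limma camera adjusted p = 0.000813). The 8 other genes did not pass (mean 0.02, 7 of 8 higher, limma camera adjusted p = 0.496). Whether these parts differ was not tested. A rise of clustered histone transcripts after CAF-1 loss is therefore a hypothesis. Library means were not taken for the clustered genes alone, and those of the whole set cannot tell such a rise apart from variation between cultures. Of the 30 genes, 17 had under 50 counts in every library, and many share sequence with their copies.

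Nlrp10, chosen after its values were seen, lies 80667 bp upstream of Tub on chromosome 7 and had 763 and 498 counts in CAF-1 OFF against 15 and 8 in control (log2 fold change 5.91 ± 0.66, edgeR FDR 0.0627). It was also higher in HOXA9 OFF, with 22 and 67 counts (log2 fold change 2.21 ± 0.69, edgeR FDR 0.0493). To ask whether transcription of the surrounding locus might explain Tub, the 5 other tested genes within 500 kb were compared. Nlrp10 was the only 1 of them at least 1.5-fold higher with both libraries above both controls, while Eif3f, which lies between Nlrp10 and Tub, was not. Genes too low to be tested were left out of this count. Of these, Lmo1 had 5 and 3 counts and Ric3, which overlaps Tub, had 2 and 2 counts in CAF-1 OFF, against 0 in each of the other libraries, while Gm9105 went the other way, with 6 and 5 counts in CAF-1 OFF against 9 and 8 in control. A local event such as vector insertion in a clone cannot be told apart from a response to CAF-1 loss with these files. The study names Tub among genes increased after CAF-1 depletion at a later time, against uninduced cells. If those cells were of the same clone, an insertion would be present on both sides of that comparison. The study adds that many of the genes it names there also rose in primary cells after Chaf1b deletion. Those reports speak against an insertion as the only source.

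Whether neighbouring genes were over-represented among the changes in CAF-1 OFF was then tested over the 50 genes with the lowest p-values. They held 2 pairs within 500 kb (Tub with Nlrp10, and Raet1c with Raet1d), and 36.72% of 10000 random lists of 50 held as many, so random position could explain them. Leaving out pairs that share a gene family name left 1 pair, matched by 73.04% of lists. In HOXA9 OFF the lowest 50 held 1 pair.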
